A study of Arabidopsis thaliana with 12 samples.

How the data were processed

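The series holds 12 libraries of Arabidopsis thaliana seedlings, 3 replicates for each of 2 genotypes (Col-0, the wild-type accession, and spaQ, a line carrying mutations in the 4 SPA genes) at each of 2 temperatures (22 °C and 28 °C). Per the labels, seeds were stratified for 3 days and seedlings grown for 5 days at 22 °C in white light of 25 µmol, then treated, and were 6 days old at harvest. The labels disagree on the length of the treatment: the text for the whole series gives 24 h and the protocols of the single samples give 4 h. Groups were taken from the sample titles, and the temperature also from the sample characteristics.

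Per the labels' protocols, total RNA was made into 3′ Tag-Seq libraries, in which each transcript gives reads near its 3′ end, so that the count does not grow with transcript length. The deposited values are whole-number read counts per gene, one column per library, not normalised and with replicates not pooled. The table ends with summary lines of the kind htseq-count writes, most of them broken across columns, and these lines were not used. Neither the labels nor the file name the aligner, the genome build, the strand setting or any removal of duplicate reads. Counts of genes that overlap another gene are therefore uncertain, as are those of near-identical copies. Reads without molecular identifiers are not independent molecules, so the detection floors given here cover counting error only.

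The table had 33655 features, of which 8418 had 0 counts in all libraries and 1107 carried ENSRNA identifiers. It has 0 features with chloroplast or mitochondrial locus identifiers of the ATC and ATM kind. Genes with too few counts were removed with edgeR's filterByExpr using the 4 groups, which left 17841 genes. Gene names were taken from RefSeq's annotation of assembly TAIR10.1 by locus tag, and 17835 of the tested genes matched. No coordinates are given, since no build is named with the counts.

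Total counts per library ran from 2609808 to 9390725. The detection floor of a library, set at 3 counts of its total, lay between 0.319 and 1.15 CPM, the counts scaled to a common library size. Counts were normalised with TMM factors, which ran from 0.917 to 1.16, and CPM below are TMM-normalised. The 10 most counted genes took between 4.27% and 7.45% of the counts of a library.

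Each comparison was tested with edgeR 4.0.16 (R 4.3.3): a negative binomial model with one coefficient per group over all 12 libraries, fitted with glmQLFit and tested with the quasi-likelihood F-test. All tests were two-sided. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as called, with no minimum fold change. There were 5 contrasts: 28 °C against 22 °C within Col-0, the same within spaQ, spaQ against Col-0 at 22 °C, the same at 28 °C, and the interaction, which is the warm response of spaQ minus that of Col-0. A standard error (SE) of a log2 fold change was obtained from the estimate and its F statistic. Where all libraries of a group were at or under 3 counts, the fold was computed against the floor and is given as a bound.

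Lists of genes were tested with camera (limma 3.58.1), a competitive test that sets a list against the other genes, with an inter-gene correlation of 0.01 and adjustment over the 10 pairs of list and contrast. A thermomorphogenesis list of 20 genes and a flavonoid list of 13 genes were fixed beforehand. Of the first, 16 were tested, since PRE1, SAUR19, SAUR23 and PIL1 had too few counts. The warm responses were also compared by a held-out ratio. Genes were selected in Col-0 without one replicate number, and their mean sign-aligned change in log2 CPM (prior count 2) was then measured in the left-out libraries of both genotypes and divided, spaQ over Col-0. The reciprocal selection in spaQ was run in the same way.

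Genes are named by a rule fixed beforehand: SPA1 to SPA4, the list members called for the interaction, and for each contrast the 3 highest and 3 lowest log2 fold changes among called genes with a mean of at least 10 CPM. For the comparisons of 2 groups the libraries of the groups also had to be free of overlap. Named genes were checked against the annotation for overlap with other genes, and the last 500 nt of their transcripts for stretches of 50 nt found in another gene.

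The labels number the replicates 1 to 3 in each group but do not say that equal numbers share a batch. The main model has no block, and a model with the replicate number as a replicate block is given beside it. Whether the numbers pair the libraries was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means. Replicates were compared by a chi-square test of their counts over genes with at least 20 counts in the pair.

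The other settings were DESeq2's size factors, library totals without TMM, DESeq2's Wald test (DESeq2 1.42.0), no filter, a mean of at least 10 counts, only the libraries compared, thinning of counts to the smallest library, an adjusted p under 0.01, an absolute log2 fold change of at least 1, camera with the correlation estimated from the data, and 12 fits that each left out one library. For the held-out ratio, a prior count of 0.5 and a selection of the 200 genes with the smallest p were also used. Settings added later were an offset for the GC content of the last 500 nt of the transcript (a spline with 5 degrees of freedom, for the 17835 tested genes that had a value), the same offset with the replicate block, limma-voom with sample quality weights, and a score of root marker genes as a covariate.

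The code was tested on simulated counts drawn from the means, dispersions and library sizes of these libraries. With 200 genes changed 2-fold in one group, 48.5% of them were called for the warm response of Col-0 and 4.9% of the calls were false. For the interaction 5.5% of the same genes were called, and 15.4% of its 13 calls were false. A simulated ratio of 0.5 between the genotypes was recovered as 0.504. Camera gave a p of 2.2e-64 for 12 shifted genes and 0.343 for 12 unshifted ones. The simulated genes were drawn independently, with the same dispersion in all groups. The simulations therefore test neither camera's fixed correlation between genes nor an unequal spread between groups. A simulated GC trend gave 4220 calls without the offset and 4 with it.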

Results

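Gene expression was measured by 3′ Tag-Seq in 6-day-old seedlings of Col-0 and spaQ kept at 22 °C or moved to 28 °C, with 3 libraries in each of the 4 groups. SPA proteins act with the ubiquitin ligase COP1 in light signalling, and the series asks how they bear on the change of gene expression at high ambient temperature. Total counts were 3380738, 3632045 and 4544840 in Col-0 at 22 °C and 9390725, 3382922 and 7699222 in Col-0 at 28 °C. They were 6366025, 2814074 and 2609808 in spaQ at 22 °C and 2762028, 4216858 and 3385268 in spaQ at 28 °C.

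The replicates of each group differed by more than counting noise. Reads without molecular identifiers are not independent molecules, so this test can not show that the libraries are independent replicates. Each library was counted as 1 replicate, as the labels number them. The chi-square per degree of freedom between replicates ran from 1.47 to 2.13 in Col-0 at 22 °C, from 5.6 to 6.93 in Col-0 at 28 °C and from 3.32 to 8.31 in spaQ at 22 °C. In spaQ at 28 °C it was 5.88 between replicates 1 and 3, but 20.7 and 24.8 between replicate 2 and these. The spread between replicates was thus unequal between the groups.

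The first principal component of log2 CPM held 53% of the variance and the second 23.2%. Col-0 at 22 °C lay between −102 and −97.3 on the first component and the other 9 libraries between 0.419 and 86.6. Replicate 2 of spaQ at 28 °C, at 13.6 and 35.8 on these components, lay nearer to replicate 1 of spaQ at 22 °C, at 7.34 and 50, than to the other replicates of its own group.

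**Figure D1:**
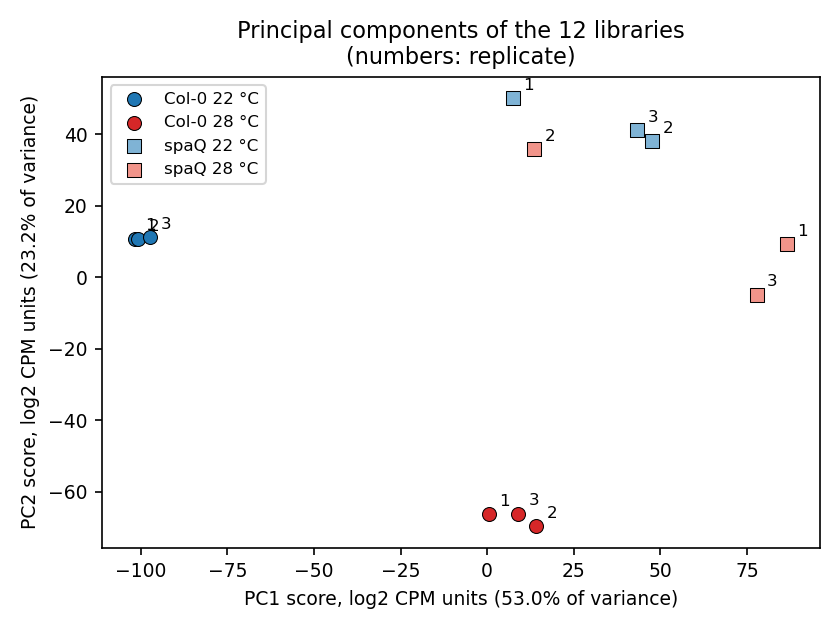
Scores of the 12 libraries on the first (x axis) and second (y axis) principal component, in log2 CPM units, with colour and shape for the group and a number for the replicate. The first component held 53% and the second 23.2% of the variance, and Col-0 at 22 °C stands apart at −97.3 or below on the first.

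The SPA transcripts were examined first, as a check of the labels. SPA1 (AT2G46340) stood at 66.3, 62.1 and 71.4 CPM in Col-0 at 22 °C and at 65.2, 61.1 and 67.2 CPM at 28 °C, against 22.2, 21.5 and 19.6 CPM in spaQ at 22 °C and 25.3, 17.1 and 20.9 CPM at 28 °C. SPA2 (AT4G11110) stood at 20.5, 22.1 and 32.7 CPM and at 27.8, 28.8 and 24.2 CPM in Col-0, against 11.4, 15.7 and 13.8 CPM and 16.2, 10 and 12.3 CPM in spaQ, in the same order of temperatures. SPA3 (AT3G15354) stood at 65.4, 64.0 and 58.8 CPM and at 39.2, 36.5 and 31.3 CPM in Col-0, against 22.7, 20.7 and 13.3 CPM and 14.3, 19.6 and 20.6 CPM in spaQ. SPA4 (AT1G53090) stood at 13.3, 17.6 and 18.1 CPM and at 14.2, 14.6 and 12 CPM in Col-0, against 40.5, 34.1 and 37.5 CPM and 26.1, 39.9 and 34.4 CPM in spaQ.

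In spaQ relative to Col-0, the log2 fold change of SPA1 was −1.65 (SE 0.135, edgeR adjusted p 3.2e-06) at 22 °C and −1.63 (SE 0.134, 2.8e-06) at 28 °C. For SPA2 it was −0.92 (SE 0.219, 0.0050) and −1.09 (SE 0.214, 0.0019), and for SPA3 −1.69 (SE 0.180, 1.9e-05) and −0.96 (SE 0.181, 0.0014). SPA4 was higher in spaQ, by 1.19 (SE 0.175, 0.00021) and 1.32 (SE 0.171, 9.0e-05). The spaQ libraries and the Col-0 libraries did not overlap for any of the 4 genes at either temperature, a separation that chance gives for 10% of genes with 3 libraries against 3. All 8 differences stayed past the threshold with the replicate block, where SPA2 at 22 °C had the weakest adjusted p (0.0125), and same-numbered libraries correlated with a mean r across genes of 0.0195 at 22 °C and −0.124 at 28 °C. The labels do not state the alleles, and a count at the 3′ end does not show whether a transcript is intact. SPA3 and SPA4 each overlap a gene on the other strand in the annotation.

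**Figure D2:**
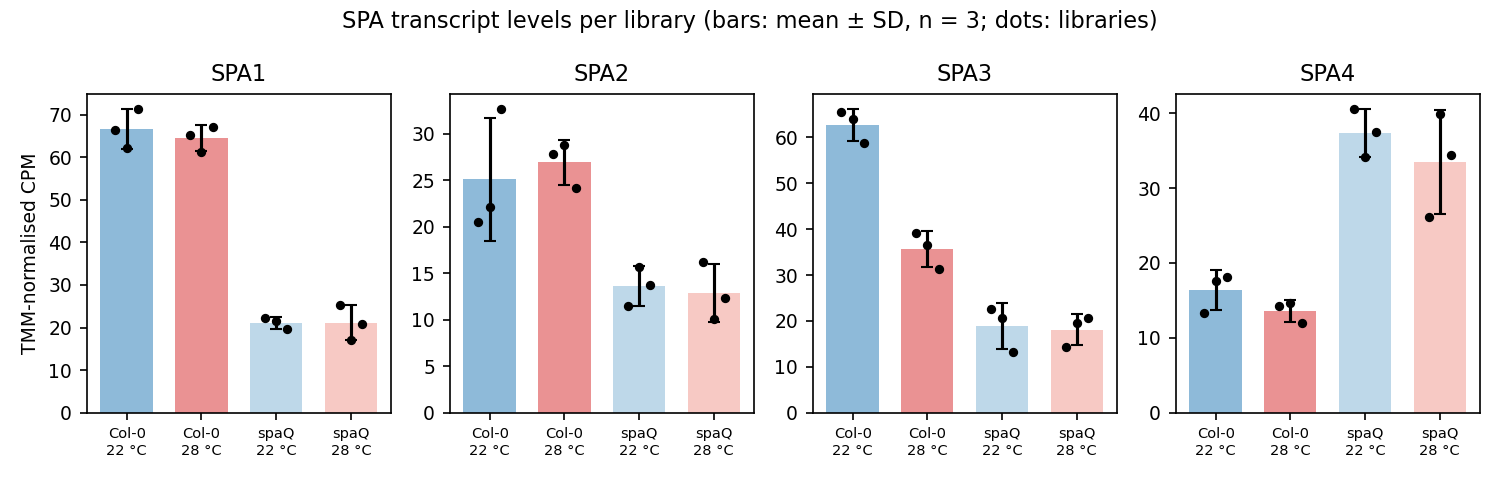
TMM-normalised CPM (y axis, linear) of SPA1 to SPA4 in the 4 groups (x axis), with bars for the mean, error bars for the SD (n = 3) and dots for the libraries. SPA1 averages 66.6 and 64.5 CPM in Col-0 at 22 °C and 28 °C and 21.1 CPM in spaQ at both, whereas SPA4 is higher in spaQ.

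In Col-0, 7283 of the 17841 tested genes were called between 28 °C and 22 °C, 3375 higher and 3908 lower at 28 °C, and 3232 of them changed by at least 1 on the log2 scale. With the replicate block 6688 genes were called, and same-numbered libraries correlated with a mean r across genes of −0.00267. The setting that moved the count most was the root marker score as a covariate, with 678 genes. In Col-0 this score ran from 3.68 to 3.87 at 22 °C and from 1.22 to 1.26 at 28 °C. It thus nearly coincides with the temperature there, and the fit can hardly separate the 2. With library totals in place of TMM, 5382 of 7885 calls were higher (68.3%, against 46.3% with TMM), and the median log2 fold change of all genes moved from −0.02 to 0.19. The direction of small changes therefore depends on the scaling.

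Among the genes that met the naming rule, the 3 with the highest estimated rises in Col-0 had 0 counts in all libraries at 22 °C. Their rank rests on estimates against 0 counts, and by the bounds given here it does not hold. GLIP1 (AT5G40990) reached 46.9 ± 11.4 CPM at 28 °C (SD, n = 3), at least 58.3-fold higher than the floor (adjusted p 0.0010). AT5G51465, which overlaps a gene on the other strand, reached 14.2 ± 8.47 CPM (SD, n = 3), at least 17.6-fold higher (0.0035), and GSTU3 (AT2G29470) 13 ± 4.91 CPM (SD, n = 3), at least 16.2-fold higher (0.0076). The lowest estimates under the same rule were those of IRT1 (AT4G19690), MLP34 (AT1G70850) and AT5G60530. IRT1 fell from 75 ± 9.49 to 0.394 ± 0.119 CPM (log2 fold change −7.37, SE 0.930, adjusted p 8.1e-05). MLP34 fell from 126 ± 7.27 to 2.15 ± 0.183 CPM (−5.88, SE 0.430, 5.2e-06), and AT5G60530 from 48.3 ± 4.88 to 0.927 ± 0.358 CPM (−5.53, SE 1.23, 0.0032), with n = 3 and SD throughout. With the root marker score as a covariate, the change of AT5G60530 was 3.10, of the opposite sign and with an adjusted p of 0.0789. Since the score nearly coincides with the temperature in Col-0, this fit can not decide the direction.

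In spaQ, 2217 genes were called between 28 °C and 22 °C, 1169 higher and 1048 lower, and 788 of them changed by at least 1 on the log2 scale. The replicate block gave 1587 genes, and same-numbered spaQ libraries correlated with a mean r across genes of −0.188, ranging from −0.365 to 0.135. The count depended on single libraries: it was 4024 without replicate 2 of spaQ at 28 °C and 1088 without replicate 1 of spaQ at 22 °C. When only the 6 spaQ libraries were fitted, 418 genes were called. With only the 6 Col-0 libraries the Col-0 count was 8945, above its main count. The main fit estimates the spread of a gene over all groups together. By the chi-square test the replicates of spaQ differed more than those of Col-0 at 22 °C. The p-values behind the 2217 calls may therefore be too small. The share of higher calls was 60.2% with library totals and 48.3% with DESeq2's size factors, against 52.7%, so the majority direction depends on the scaling.

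Under the naming rule, the 3 highest estimates in spaQ were those of small heat shock protein genes, 2 of them against a group at or under the floor. ATHSP22.0 (AT4G10250) rose to 39.4 ± 59.6 CPM, at least 40.7-fold above the floor (adjusted p 0.029), and AT1G53540 to 50.7 ± 74.8 CPM, at least 52.4-fold (0.026), both from at most 3 counts in each library at 22 °C. HSP17.4 (AT3G46230) rose from 7.13 ± 5.10 to 417 ± 592 CPM (log2 fold change 5.95, SE 1.21, 0.0084). HSP17.4 overlaps genes on the other strand. In replicate 1 at 28 °C, ATHSP22.0, AT1G53540 and HSP17.4 stood at 108, 137 and 1100 CPM. In the other replicates they stood at most at 7.37, 9.51 and 97.9 CPM, so both bounds rest largely on replicate 1. The SD over the 3 libraries at 28 °C exceeded the mean for each of the 3 genes. The 3 also rose in Col-0, ATHSP22.0 to 56.1 ± 39.4 CPM, AT1G53540 to 97.2 ± 67.7 CPM and HSP17.4 to 591 ± 407 CPM (SD, n = 3), and the interaction was not past the threshold (adjusted p 0.92, 0.85 and 0.60). The lowest estimates were those of GSTU9 (AT5G62480), from 47.9 ± 41.7 to 4.15 ± 1.39 CPM (−3.50, SE 0.662, 0.0059), and of AT5G40590, from 40.8 ± 23 to 3.96 ± 3.17 CPM (−3.41, SE 0.567, 0.0030). AT4G11320 fell from 5.86 ± 1.46 CPM to at most 2 counts in each library, at least 6.18-fold lower (0.00012).

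The warm responses were then compared between the genotypes. Of the genes called in Col-0, 1354 (18.6%) were also called in spaQ with the same sign, which is 61.1% of the genes called in spaQ. A further 85 were called in both with opposite signs, 5844 in Col-0 alone and 778 in spaQ alone. Called or not, 5727 (78.6%) of the Col-0 warm genes had the same sign in spaQ. Across all tested genes the log2 fold changes of the genotypes correlated with r = 0.45 and rho = 0.48, where genes are not independent replicates. With the replicate block 992 genes were shared, and over all pairs of groups same-numbered libraries correlated with a mean r across genes of −0.0427.

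A call in one genotype and not in the other does not test a difference, and the interaction does. It was called for 2117 genes, 1174 with a higher and 943 with a lower warm response in spaQ than in Col-0. With the replicate block 1343 genes were called, with the same pairing check of −0.0427. Of the Col-0 warm genes, 1869 (25.7%) were called for the interaction. In 1857 of these the change in spaQ was smaller or of opposite sign, in 927 it was of opposite sign, and in 12 it was larger than in Col-0. Both calls use the same Col-0 estimate, so the selection itself favours a smaller change in spaQ. The interaction was called for 248 genes that were not called for the warm response of Col-0. With library totals in place of TMM, 485 of 1891 calls were higher (25.6%, against 55.5%), and the median of all genes moved from 0.06 to −0.12. The setting that moved the count most was the root marker score as a covariate, with 237 genes. In 20 fits with that score shuffled within the groups, between 18 and 3140 genes were called.

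**Figure D3:**
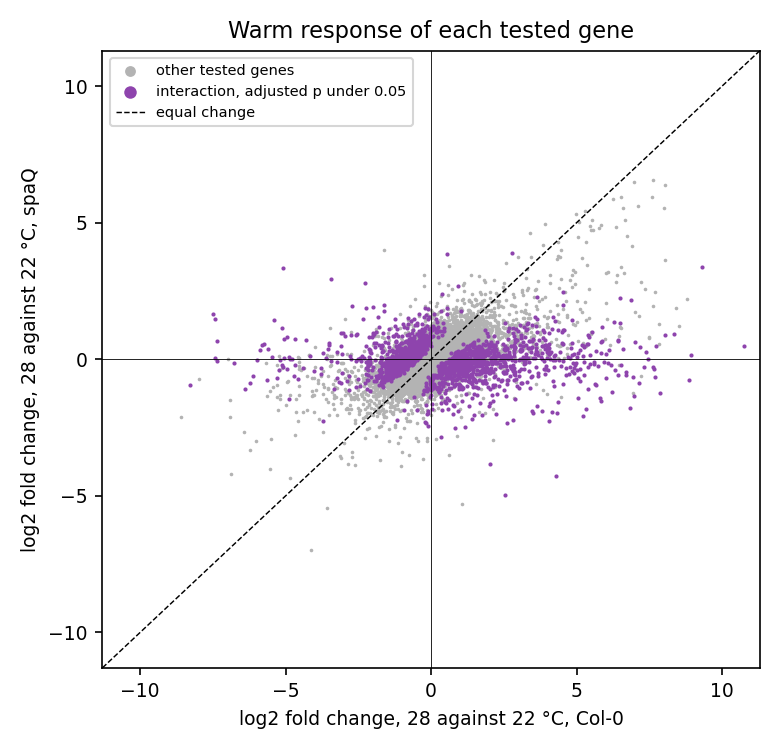
Log2 fold change from 22 °C to 28 °C of each of the 17841 tested genes in Col-0 (x axis) and in spaQ (y axis), with the 2117 genes called for the interaction in purple, the others in grey and a dashed line for equal change. Values for genes with 0 counts in a group are fitted estimates and not the bounds against the floor, which are smaller (for GLIP1 in Col-0, 10.8 against 5.87). The purple points spread along the x axis and the change is smaller in spaQ or of opposite sign for 1857 of the 1869 that were also called in Col-0.

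Under the naming rule, the highest positive interactions were those of MLP329 (AT2G01530), IRT1 and MLP34. MLP329 fell in Col-0 from 98.4 ± 3.26 to 2.83 ± 1.22 CPM and stood in spaQ at 1.08 ± 0.635 CPM at 22 °C and 12.2 ± 15.7 CPM at 28 °C (SD, n = 3; interaction 8.46, SE 1.13, adjusted p 0.0018). For IRT1 the interaction was 7.32 (SE 1.36, 0.0072), with 5.04 ± 5.64 and 5.34 ± 7.91 CPM in spaQ at 22 °C and 28 °C. For MLP34 it was 6.23 (SE 0.843, 0.0020), with 2.40 ± 0.642 and 2.81 ± 3.93 CPM in spaQ. In spaQ at 28 °C replicate 2 stood at 30.1, 14.4 and 7.34 CPM for MLP329, IRT1 and MLP34. The other replicates stood at most at 5.54, 1.58 and 0.792 CPM. The size of these interactions thus rests in part on replicate 2. The lowest estimates were those of GLIP1, GSTU3 and AT5G51465, with adjusted p of 0.022, 0.031 and 0.032. They rest on 0 counts in Col-0 at 22 °C, so these genes need not have the strongest negative interactions. Their rise in spaQ relative to that in Col-0 was at least 43.8-fold, 27.0-fold and 16.6-fold lower, taken against the floor in Col-0 at 22 °C. In spaQ these genes stood at 16.1 ± 11.1, 17.9 ± 18.4 and 18.4 ± 8.36 CPM at 22 °C and at 21.4 ± 22.5, 10.7 ± 8.55 and 19.4 ± 16.6 CPM at 28 °C. For GSTU3 the bound rests largely on replicate 2 of spaQ at 22 °C, at 39.1 CPM against 7.06 and 7.51 CPM in the others.

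The size of the warm response in spaQ relative to Col-0 was also measured in libraries that took no part in selecting the genes. For genes selected in Col-0 without replicate 1, 2 or 3 (7457, 7472 and 6882 genes), the left-out Col-0 libraries changed by a mean of 1.07, 1.19 and 1.14 in log2 CPM. The spaQ libraries of the same number changed by 0.72, −0.18 and 0.46. The ratio was 0.676, −0.149 and 0.402, with a mean of 0.310 ± 0.420 (SD, n = 3). The ratio was below 1 in each of the 3, and its spread was larger than its mean. In the reciprocal direction, 0 genes passed when replicate 1 or 3 was left out (1756 and 1923 genes at an unadjusted p under 0.05), so no mean ratio is given for genes selected in spaQ. With the 200 genes of the smallest p selected in spaQ instead, of which 197, 199 and 200 passed the filter over all 12 libraries, the ratio of Col-0 over spaQ was 0.783, 6.44 and 0.734. Col-0 thus had the smaller change in 2 of these 3 rounds.

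At 22 °C, 7574 genes were called between spaQ and Col-0, 3698 higher and 3876 lower in spaQ, and 3575 of them differed by at least 1 on the log2 scale. The replicate block gave 6961 genes, with a mean r across genes of 0.0195 between same-numbered libraries. With library totals in place of TMM, 3233 of 7830 calls were higher (41.3%, against 48.8%), and the median log2 fold change of all genes moved from −0.05 to −0.14. The share was 52.0% with DESeq2's size factors and 64.0% with the root marker score, so the majority direction depends on the setting. Under the naming rule, the 3 highest estimates in spaQ were of genes with 0 counts in all Col-0 libraries at 22 °C. Their rank rests on these 0 counts: AT3G01345, with 0.697 CPM in Col-0 and 64.8 CPM in spaQ, had a log2 fold change of 6.49 (SE 0.461, adjusted p 1.4e-06), above their bounds. AT5G51465 was at least 22.8-fold higher in spaQ than the floor (adjusted p 0.0025), GSTU3 at least 22.2-fold (0.0051) and AT1G44130, at 16.8 ± 9.50 CPM (SD, n = 3), at least 20.8-fold (0.0021). These bounds use group means, and that of GSTU3 rests largely on replicate 2 of spaQ, at 39.1 CPM against 7.06 and 7.51 CPM in the others. AT1G44130 overlaps a gene on the other strand. The lowest estimates were those of MLP329 (log2 fold change −6.26, SE 0.831, 9.8e-05), AT1G66100 (−5.64, SE 0.263, 7.8e-08) and MLP34 (−5.63, SE 0.462, 3.2e-06). AT1G66100 averaged 46.2 ± 3.97 CPM in Col-0 and 0.787 ± 0.380 CPM in spaQ (SD, n = 3), and it overlaps another gene on the same strand.

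At 28 °C, 5519 genes were called between spaQ and Col-0, 3103 higher and 2416 lower in spaQ, and 2566 of them differed by at least 1 on the log2 scale. The replicate block gave 5003 genes, with a mean r across genes of −0.124 between same-numbered libraries. With library totals in place of TMM, 1848 of 6514 calls were higher (28.4%, against 56.2%), and the median log2 fold change of all genes moved from 0.03 to −0.23. AT3G01345 was at least 107-fold higher in spaQ, at 49.9 ± 17.4 CPM against at most 3 counts per Col-0 library (adjusted p 4.0e-07). ELIP2 (AT4G14690) stood at 257 ± 20.9 against 5.00 ± 0.662 CPM (log2 fold change 5.66, SE 0.147, 2.5e-10) and ELI3-2 (AT4G37990) at 180 ± 125 against 5.28 ± 0.223 CPM (5.08, SE 0.725, 0.00018). AT4G11320 was at least 25.6-fold lower in spaQ (6.8e-08), COR413IM1 (AT1G29395) stood at 1.29 ± 1.59 against 38.4 ± 4.74 CPM (−4.94, SE 0.446, 5.2e-06), and MLP28 (AT1G70830) at 6.18 ± 2.19 against 174 ± 16.1 CPM (−4.84, SE 0.197, 1.8e-08), with SD and n = 3. Of the genes called at both temperatures, 3385 had the same sign and 134 opposite signs, and the log2 fold changes correlated across genes with r = 0.51.

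**Figure D4:**
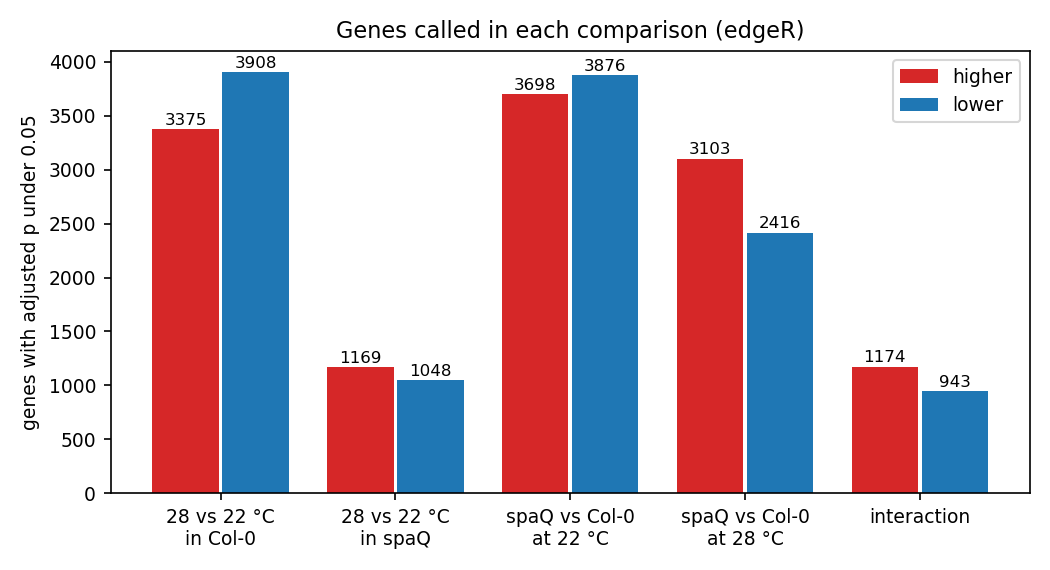
Number of genes with an edgeR adjusted p under 0.05 (y axis, from 0) in each of the 5 comparisons (x axis), with red bars for higher and blue bars for lower. In Col-0, 3375 genes were higher and 3908 lower at 28 °C, against 1169 and 1048 in spaQ.

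The thermomorphogenesis list holds genes of warmth-induced growth, such as PIF4 and its auxin-related targets. In Col-0 its median log2 fold change at 28 °C was 1.0, 14 of the 16 tested members were higher, and camera gave an adjusted p of 0.0028. Of the members, 9 were called over all genes and 10 when adjusted over the list alone. In spaQ the median was 0.22 with 13 of 16 higher, and the list was not past the threshold (0.066). The list was lower in spaQ than in Col-0, with medians of −0.80 at 22 °C (0.081) and −0.82 at 28 °C (0.00021). The difference between the warm responses had a median of −0.55 and an adjusted p of 0.074, not past the threshold. It passed in 6 of the 12 fits that each left out one library. With the replicate block the medians were 1.04 (0.0019), 0.34 (0.051), −0.81 (0.051), −0.92 (5.8e-05) and −0.57 (0.076) in the same order, with the pairing checks of −0.00267, −0.188, 0.0195, −0.124 and −0.0427.

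Both members of this list that were called for the interaction rose in Col-0 and stood high in spaQ at both temperatures. CYP79B2 (AT4G39950) went from 34.7 ± 6.09 to 309 ± 89.8 CPM in Col-0 and from 459 ± 145 to 488 ± 396 CPM in spaQ (SD, n = 3; interaction −3.07, SE 0.815, edgeR adjusted p 0.030). HFR1 (AT1G02340) went from 3.14 ± 0.554 to 8.99 ± 2.55 CPM in Col-0 and from 10.4 ± 1.36 to 10.6 ± 0.606 CPM in spaQ (−1.48, SE 0.356, 0.021). SAUR20 and SAUR24 share 5.83% and 9.09% of the 50-nt stretches at their 3′ ends with other SAUR genes, so their counts are uncertain.

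The flavonoid list holds genes of flavonoid and anthocyanin synthesis. At 22 °C its median log2 fold change in spaQ relative to Col-0 was 1.64, all 13 members were higher, and camera gave an adjusted p of 2.1e-06. The direction of all 13 held with DESeq2's size factors and with library totals. In spaQ the list fell at 28 °C, with a median of −1.03, 12 of 13 members lower and an adjusted p of 4.9e-10. In Col-0 it split, with 7 members higher and 6 lower at 28 °C and 11 called (median 0.18, 0.68). At 28 °C the list as a whole was not past the threshold (median −0.41, 0.44), but it split, with 5 members called higher in spaQ (TT4, TT5, F3H, FLS1 and MYB12) and PAP1 called lower. The interaction had a median of −1.33 and an adjusted p of 2.1e-06, with 6 members called over all genes and 8 over the list alone. With the replicate block the medians were 1.65 (3.0e-06) at 22 °C, −1.02 (5.4e-10) in spaQ, 0.21 (0.82) in Col-0, −0.40 (0.35) at 28 °C and −1.35 (6.3e-06) for the interaction, with pairing checks of 0.0195, −0.188, −0.00267, −0.124 and −0.0427.

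The 6 members called for the interaction were PAP1 (AT1G56650), DFR (AT5G42800), LDOX (AT4G22880), UF3GT (AT5G54060), AT4G14090 and GSTF12 (AT5G17220). Each rose at 28 °C in Col-0, by between 1.39 and 2.86 on the log2 scale. In spaQ the change ran from −1.43 to 0.14. PAP1 went from 2.24 ± 0.393 to 16.5 ± 3.94 CPM in Col-0 and from 4.58 ± 1.02 to 5.10 ± 2.23 CPM in spaQ (SD, n = 3; interaction −2.72, SE 0.468, edgeR adjusted p 0.0054). LDOX went from 20.7 ± 3.41 to 56.5 ± 13.5 CPM in Col-0 and from 78.7 ± 11.7 to 39.2 ± 15.6 CPM in spaQ (−2.45, SE 0.359, 0.0027), and it shares 11.5% of the stretches at its 3′ end with AT4G22870. The other 4 had interactions between −2.82 and −2.32 with adjusted p from 0.0052 to 0.029. AT4G14090 and GSTF12 overlap genes on the other strand.

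**Figure D5:**
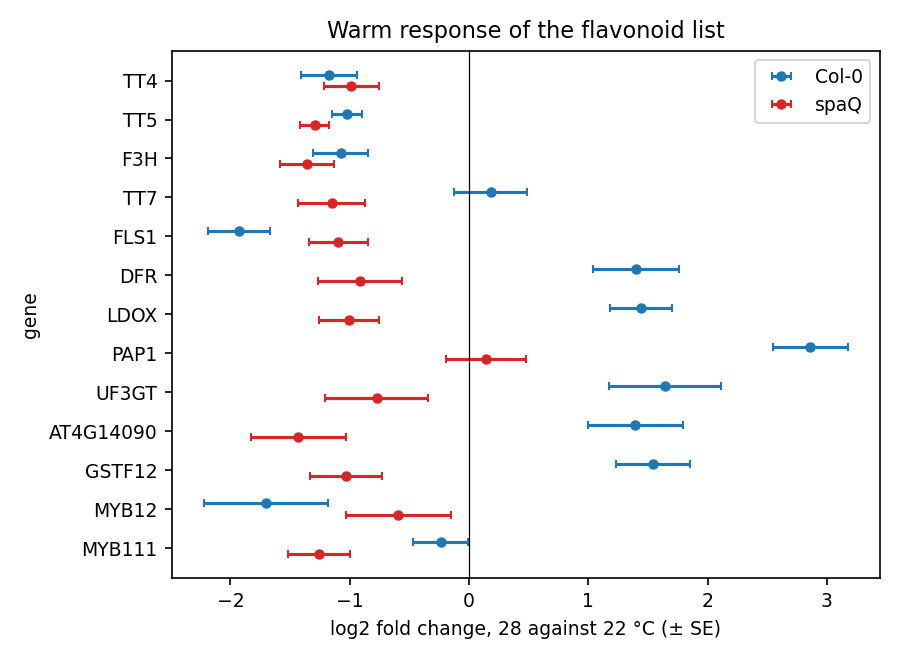
Log2 fold change from 22 °C to 28 °C (x axis) with its SE (bars) for the 13 genes of the flavonoid list (y axis), in Col-0 (blue) and spaQ (red). PAP1, DFR, LDOX, UF3GT, AT4G14090 and GSTF12 lie at 1.39 or above in Col-0 and at 0.14 or below in spaQ.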

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

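Tests chosen only after the result was seen were those with the root marker score as a covariate for the interaction, with its shuffled control, and the 3 tests on the late anthocyanin genes. The offset for GC content and the sample quality weights were also chosen after seeing the data.

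The warm response differed between Col-0 and spaQ by the test of the interaction for 2117 genes. Splits of the libraries bear on this count only in part. The splits used here are those within the genotypes that part all same-numbered pairs, as the real one does. Of these 31 splits, 5 gave as many genes, the real one included, and the 30 others differ in kind. In 6 of them the labels of Col-0 were kept and those of spaQ mixed, which leaves the warm response of Col-0 in the contrast. These gave between 721 and 6998 genes, and 4 of them as many as the real split. In the 24 that mixed the labels of Col-0, 0 genes were called, with between 212 and 2296 at an unadjusted p under 0.05. Mixing puts the warm response of Col-0 into the spread within the groups, which itself lowers the calls. With the temperature labels of spaQ exchanged, 7391 genes were called. A contrast that holds a strong warm response in Col-0 and none in spaQ thus also gives such a count, and the count alone does not show what spaQ does.

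Several technical explanations were set against the count of 2117. Thinning all libraries to the smallest gave 1619 genes, library totals in place of TMM 1891, an offset for GC content 2305 and sample quality weights 2188, all within 1.5-fold. Unequal depth, scaling, GC content and unequal spread therefore do not account for most of the count. Of the 2117, 1428 were also called with library totals and 1458 with thinning. Higher calls fell from 1174 to 485 and 691 in these settings. Scaling and depth are therefore not excluded for the higher calls. Leaving out a library at 22 °C lowered the count in most cases: it was 928, 885 and 1051 without replicate 1, 2 or 3 of Col-0, and 1007 and 968 without replicate 2 or 3 of spaQ, but 2537 without replicate 1 of spaQ. At 28 °C the count was 1549, 1170 and 1273 without replicate 1, 2 or 3 of Col-0. It rose to 2560 and 2838 without replicate 1 or 3 of spaQ at 28 °C. No one library of Col-0 at 22 °C stands out. The loss of a replicate may contribute to the drops, but it did not lower the count in all cases. Without replicate 2 of spaQ at 28 °C, the library farthest from its group, 1751 were called and 1492 of these were among the 2117. With the root marker score as a covariate 237 were called. In 20 fits with the score shuffled within the groups the count ran from 18 to 3140, with a median of 326, and the covariate raises the variance of the interaction 2.19-fold. The drop can therefore not be told apart from a loss of power, and unequal root RNA may contribute to the 2117. The estimates also moved: the interactions with and without the covariate correlated across genes with r = 0.563. Of the 237 genes, 151 were among the 2117. This r has no value for the shuffled scores to set it against. The root markers themselves had a median interaction of 4.10 (camera adjusted p 6.3e-07), higher for 20 of 20 tested members and for 19 with library totals. Their interactions ran from 0.11 for MYB36 to 5.80 for RHS12, and not all members were called. The camera p rests on the fixed correlation of 0.01, and none with an estimated correlation is given for these markers. The count can not be called biological on these tests.

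Single genes had a different warm response by the same test. MLP329 (8.46), IRT1 (7.32), MLP34 (6.23), AT1G66100 (3.24) and ELIP2 (1.45) had positive interactions. All of them fell at 28 °C in Col-0. In spaQ at 28 °C the levels of MLP329, IRT1 and MLP34 rest largely on replicate 2. AT1G66100 was at or under 3 counts in each spaQ library at 28 °C, so its interaction is uncertain in size, at most 4.05 against the floor. COR413IM1 had an interaction of −3.28, with a rise in Col-0 by 2.85 and a change of −0.43 in spaQ. For GLIP1, AT5G51465 and GSTU3 the interaction against the floor was −5.45, −4.05 and −4.75, which are bounds taken from group means. That of GSTU3 rests largely on 1 library of spaQ at 22 °C, replicate 2. MLP34, MLP329 and IRT1 fell in Col-0 along with the root markers (median −3.15 at 28 °C). The markers did not fall alike, with changes from −0.45 for SHR to −5.47 for PRP1. Unequal root RNA may contribute to the interactions of MLP34, MLP329 and IRT1, and no test told it apart from regulation by temperature.

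In the thermomorphogenesis list, CYP79B2 (−3.07) and HFR1 (−1.48) had a different warm response. For the list as a whole 14 of the 31 splits gave a camera p as small for the interaction, and the adjusted p was 0.074, while 6 of the 12 fits that left out one library passed the threshold. Whether the list differs is therefore open. The calls of these genes depend on the setting: that of CYP79B2 was lost in 9 settings and that of HFR1 in 4.

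The flavonoid list had a median interaction of −1.33, past the threshold with camera's fixed correlation (adjusted p 2.1e-06) but not with the correlation estimated from the data (0.11), so whether it differs in its warm response is open. Here 4 of the 31 splits gave a camera p as small, the real one included. These were 0 of the 6 others that kept the labels of Col-0 and 3 of the 24 that mixed them, so a grouping by chance remains possible. The members called were DFR (−2.32), LDOX (−2.45), PAP1 (−2.72), UF3GT (−2.42), AT4G14090 (−2.82) and GSTF12 (−2.57). All 6 stayed past the threshold with sample quality weights (6 of 6), so unequal spread does not account for the calls. They also did with library totals (6 of 6), though that setting moves the median interaction of all genes downward, from 0.06 to −0.12, as these genes go. With DESeq2's size factors that median was 0.02. A change of scaling shifts all genes alike, and these shifts are small beside the interactions of the 6 genes (−2.82 to −2.32). The values thus argue against scaling as the source of these 6 interactions. With the root marker score as a covariate 0 of the 6 were called, while the fits with a shuffled score gave between 0 and 6, with a median of 1.5. Their median interaction was −2.30 with the covariate and −2.51 without it. The size of the difference thus changed little, and the loss of the calls can not be told apart from a loss of power. A hypothesis is that the late anthocyanin genes may rise with warmth in Col-0 and not in spaQ, where LDOX (−1.01), AT4G14090 (−1.43) and GSTF12 (−1.03) were called as falling. In spaQ at 28 °C replicate 3 stood highest for each of the 6 genes. It stood at 56.8 CPM of LDOX and 20.3 CPM of AT4G14090, against at most 33.7 and 7.13 CPM in the other replicates. These values lay nearer to the lowest in spaQ at 22 °C, 68.8 and 22.1 CPM, and GSTF12 had the same order. The size of these falls thus rests largely on replicates 1 and 2. Other libraries would have to test the hypothesis.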

How the results depend on the processing

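The settings that the processing text lists as added later, and the tests with shuffled scores, were chosen after seeing the data, and all other settings were chosen before the data were examined. Of the settings applied to the results that answer a comparison, 417 chosen beforehand and 36 added later left the result in its direction and on its side of the threshold, or a count within 1.5-fold. Of the same results, 28 and 5 moved, 12 and 1 passed the threshold newly, 5 chosen beforehand were weaker and 3 reversed. For single genes and counts by direction this held for 768 and 49, while 46 and 21 were weaker, 50 and 7 moved and 1 reversed.

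An adjusted p under 0.01 gave 4746, 726, 4842, 3538 and 458 genes for the warm response in Col-0, that in spaQ, the genotypes at 22 °C, at 28 °C and the interaction, and 472 shared warm genes. A log2 fold change of at least 1 gave 3232, 788, 3575, 2566 and 1273, and 388 shared. These settings are stricter by construction. The root marker score as a covariate gave 678 genes for the warm response in Col-0, 3412 in spaQ, 2304 for the genotypes at 22 °C and 237 for the interaction, and 385 shared, and it reversed AT5G60530 in Col-0 (3.10). With only the libraries compared, the warm response in spaQ had 418 genes and 323 were shared, and the interaction has no such value since it uses all 12. With the replicate block the interaction had 1343. For the 237 genes, fits with a shuffled score gave between 18 and 3140, so the drop can not be told apart from a loss of power. For the other changes under the covariate, for the libraries compared and for the block, the cause was not tested. In Col-0 the score nearly coincides with the temperature. Its count there and the reversal of AT5G60530 are therefore no measure of root RNA. With only its own libraries the count for Col-0 was 8945, so fewer libraries did not lower the count in each genotype. The spread that the main fit shares between the groups may contribute to the drop in spaQ.

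Across the 12 fits that each left out one library, the warm response in spaQ ran from 1088 to 4024 genes, the interaction from 885 to 2838 and the shared warm genes from 639 to 2991. The fit with 4024 left out replicate 2 of spaQ at 28 °C and held 1977 of the 2217. The counts for Col-0 (5765 to 8438) and for the genotypes at 22 °C (5970 to 8503) and 28 °C (4269 to 6346) stayed within 1.5-fold.

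Camera with the correlation estimated from the data took 5 list results out of significance, with medians as before: the thermomorphogenesis list in Col-0 (1.0, adjusted p 0.16) and at 28 °C (−0.82, 0.11), and the flavonoid list in spaQ (−1.03, 0.11), at 22 °C (1.64, 0.11) and for the interaction (−1.33, 0.11). The thermomorphogenesis list passed the threshold in spaQ with a mean of at least 10 counts (0.32, 0.047), with thinning (0.49, 0.021) and with the root marker score (0.25, 0.044). It also passed with no filter at 22 °C (−1.02, 0.041) and for the interaction (−0.69, 0.029). Of the 12 fits that each left out one library, the list passed in 6 for the interaction (adjusted p 0.0171 to 0.049), in 1 at 22 °C (0.049) and in 1 in spaQ (0.0367). These fits gave medians for this list from 0.0192 to 0.50 in spaQ, −0.98 to −0.66 at 22 °C and −0.83 to −0.32 for the interaction. For the flavonoid list they ran from −0.11 to 0.52 in Col-0 and from −0.61 to −0.10 at 28 °C. Camera's direction, which can differ from the sign of the median, reversed in Col-0 without replicate 3 of Col-0 at 22 °C (−0.11) and without replicate 2 of spaQ at 28 °C (0.26), and at 28 °C without replicate 3 of spaQ at 28 °C (−0.38), none of them past the threshold. The cause was not tested.

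The share of higher calls for the interaction was 25.6% with library totals, 37.7% with no filter, 42.7% with thinning and 38.3% at a log2 fold change of at least 1, against 55.5%. The higher share in Col-0 was 68.3% with library totals, against 46.3%, and that at 28 °C 28.4%, against 56.2%. The mean held-out ratio of spaQ to Col-0 ran from 0.236 to 0.312 over its alternatives. All of them kept the round of replicate 2, which gave −0.149 in the main setting, against 0.676 and 0.402 for replicates 1 and 3. The range therefore does not test how far the mean depends on that round. In simulated counts at this depth and spread with 200 changed genes, 5.5% of the 2-fold changes were called for the interaction. That share does not carry over to these data, where more genes change and the adjusted threshold is less strict, and 1273 of the 2117 calls had a log2 fold change of at least 1.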

Other observations

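Tests chosen only after the result was seen were the share of Col-0 RNA implied by SPA1 and the test of exchanged temperature labels by HSP70.

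The counts of called genes were set against other splits of the libraries. For each of the 4 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries gave as many genes, which was the real one, and 1 of the 4 splits that part all same-numbered pairs. The other splits gave at most 0 genes for the warm response in Col-0, 448 for that in spaQ, 0 for the genotypes at 22 °C and 11 at 28 °C. A mixed split adds the difference between the real groups to the spread within its groups, which itself lowers the calls. For Col-0 such splits had only between 155 and 283 genes at an unadjusted p under 0.05. Their low counts are therefore weak evidence for the real split. The share of 10 splits is never under 0.1. For the thermomorphogenesis list, a camera p as small came from 4 of the 10 splits in Col-0, 2 in spaQ, 4 at 22 °C and 3 at 28 °C. For the flavonoid list it came from 8, 2, 3 and 7. The number of genes shared by the warm responses was reached by 1 of the 32 splits within the genotypes that part all same-numbered pairs, the real one. The same limit of mixed splits holds for this number.

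The libraries of Col-0 at 22 °C stood apart from the other 9 on the first principal component. A list of root marker genes, written before its values were seen, fell in Col-0 from 22 °C to 28 °C with a median of −3.15 and 20 of 20 tested members lower. The members did not fall alike: PYK10 changed by −0.76, SCR by −0.54, SHR by −0.45 and HA7 by −0.89, against −5.47 for PRP1. A smaller share of root RNA would lower genes specific to the root alike, so it does not account for the fall alone unless some members are not specific. A list of stress and senescence genes rose by 2.20 with 17 of 20 higher. After thinning to the smallest library the first component held 51.8% of the variance and still set the group apart, which leaves out depth. A change in root RNA, in part or by cell type, or a state of stress may contribute to this axis, and the tests do not separate these from an effect of the temperature itself.

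Col-0 at 28 °C and spaQ at 22 °C moved the same way relative to Col-0 at 22 °C. Of 4204 genes called in both comparisons, 3622 (86.2%) had the same sign. The log2 changes correlated across genes with r = 0.653 when the baseline libraries were shared, and with r between 0.611 and 0.622 when they were different, so noise of single baseline libraries does not explain it. A state common to all 3 libraries of Col-0 at 22 °C would raise r in both cases, and this test does not address it. The root markers were lower in spaQ than in Col-0 at 22 °C by a median of −1.72, with 18 of 20 lower. The stress markers were higher by 2.58, with 18 of 20 higher (camera adjusted p 1.1e-07), and their median interaction was −2.30 (2.0e-13). Both p-values rest on camera's fixed correlation, and none with an estimated correlation is given for this list. Root RNA or a state of stress may thus be part of the resemblance, and a biological explanation, in which spaQ at 22 °C resembles warm-grown Col-0, can not be told apart from them.

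Replicate 1 of spaQ at 22 °C and replicate 2 of spaQ at 28 °C deviated from their groups in the same way, with a correlation of the deviations across genes of 0.533. The root marker scores were 2.54, 1.33 and 1.0 in spaQ at 22 °C and 0.701, 2.72 and 1.10 at 28 °C, so the 2 libraries exceeded the others of their group by at least 1.21 on the log2 scale. The root markers did not differ alike. At 22 °C replicate 1 had 59.0 CPM of SCR, against 59.8 and 58.4 CPM in the others, but 8.41 CPM of PRP3, against 1.53 and 0.417 CPM. The score of the stress and senescence genes was lowest of its group in both libraries, at 4.98 and 4.16. More root RNA, in part or by cell type, or a lower state of stress may contribute to their position, and no test told these apart. A mixture with RNA of Col-0 at 22 °C was tested by SPA1, which implied a share of −13.8% in replicate 2 of spaQ at 28 °C. The 151 genes that differed most implied a median of 12.9% (quartiles 4.84% and 21.4%), so such a mixture is not supported by SPA1. HSP70 stood at 324 CPM in this library, against 931 and 361 CPM in the others at 28 °C and 9.08, 47.1 and 19.6 CPM at 22 °C. It lay below both others of its group but far above all spaQ libraries at 22 °C, and replicate 1 at 22 °C, the other library in question, had the lowest value of all 6. HSP70 thus goes against an exchange of their temperature labels.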
